A study of Mus musculus with 2 samples. Its data were reported in "Single-cell and spatial transcriptomic profiling of cardiac fibroblasts following myocardial infarction" (2026).

How the data were processed

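Single-cell RNA-seq libraries were available for CFs at 3 dpi and 5 dpi, 1 library per group, and groups were taken from the sample labels. Infarction had been made by ligation of the left anterior descending coronary artery, hearts were pooled in each library, and GFP+/CD31−/CD45− cells were run on 10x Genomics 3′ version 2 chemistry. The values used are UMI counts per gene and barcode, a whole-number matrix that the authors made with Cell Ranger against mm10 and deposited without normalization. The submitters' processing notes name Cell Ranger 2.0 and Seurat 2.3.4, while the study's methods name later versions of both. The matrices hold the same 31053 genes in the same order. Barcodes with more than 5% mitochondrial UMIs are still in them, so the study's filter on cells had not been applied. The lowest total of any barcode was 500 UMIs. The bulk, spatial, healthy and 7 dpi data of the study were not used here.

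Cells were kept with at most 5% mitochondrial UMIs, as in the study, and at least 500 genes, with no upper limit. That removed 1261 barcodes (13.2%) at 3 dpi and 1368 (20.7%) at 5 dpi for mitochondrial share, and kept 8245 cells (86.5%) with 85718578 UMIs and 5025 cells (76.2%) with 81622216 UMIs. The study's quartile limits on genes and UMIs can be read in more than 1 way. Cells above the lower quartile of both numbered 6605 and 4430, cells between both quartiles 4185 and 2680, and cells inside 1.5 interquartile ranges of the quartiles 6916 and 5016. The interquartile limits were used without the minimum of 500 genes, which 31 and 203 barcodes within the mitochondrial limit did not reach. A limit of 10% mitochondrial UMIs kept 8785 and 5407. No cells were removed as doublets in the values reported. Scrublet (Scanpy 1.11.5) was run with its automatic threshold, which marked 2 cells (0.0243%) at 3 dpi and 0 at 5 dpi and so did not work here. As an alternative added after seeing the data, the cells with the highest scores were left out at a rate of 0.8% per 1000 barcodes.

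UMIs were summed over the kept cells of each library and expressed as counts per 1e6 (CPM). Each CPM has an exact 95% Poisson interval and each log2 ratio of 5 over 3 dpi an exact conditional interval. Shares of cells have exact (Clopper-Pearson) binomial intervals. All intervals cover counting error only, because cells and UMIs of 1 library are not replicates, and no test between the days was possible. Where a sum was 0, a floor of 3 counts was used. TMM factors (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0) were computed as alternatives and shifted log2 ratios by −0.11 each. For shares, each cell was thinned at random to 3000 UMIs, and shallower cells were left out. A cell was positive for a gene with at least 1 UMI. Depths of 1500 and 5000 UMIs, no thinning and at least 2 UMIs were alternatives.

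Clusters followed the study's settings on these 2 libraries alone: SCTransform per library with mitochondrial share and UMI number regressed (sctransform 0.4.2), 2000 features, anchors from canonical correlation analysis with 30 vectors, 20 principal components and resolution 0.8 (Seurat 5.3.0 in R 4.3.3). Resolutions of 0.4 and 1.2 and a Leiden partition with 15 neighbours and no integration (leidenalg 0.10.2) were alternatives. The top 10 genes of each cluster were ranked by fold over other cells. A cluster was named as a cell type from markers fixed before the data were examined. The first rule asked for 3 markers among the top 10 genes. It left cluster 14 unnamed, and it was then replaced by at least 2 markers among the top 10 with at least 3 markers at 50 CPM and 4-fold over other cells. Cell type markers covered 10 types: fibroblast, macrophage or monocyte, neutrophil, lymphocyte, endothelial, pericyte or smooth muscle, Schwann cell, epicardial or mesothelial, cardiomyocyte and erythroid.

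The 20 gene lists, the rules for naming genes and most alternatives were chosen before the data were examined. Named genes were the RCF genes and Aspn, the 10 largest log2 ratios in each direction among genes with at least 50 CPM in either library, and up to 2 members at each end of every list. Some genes that this rule names are not reported here. The second group also had to keep 1.5-fold without the clusters of other cell types, and left out mitochondrial, ribosomal protein, Xist, Y-linked and unnamed genes. For Cthrc1-positive against Cthrc1-negative cells within Postn-positive cells, the 8 genes in each direction with the largest log2 ratio shared by both libraries were named. A list's value is the median log2 ratio of its members with at least 10 CPM, with its percentile among 10000 random lists of the same size drawn from 20 bins of mean expression. No minimum and a minimum of 50 CPM were alternatives. The lists came from textbook knowledge except the RCF genes and the D1 and D2 genes, which were taken from the study. Several textbook lists share members with D1 and D2, among them the matricellular, cartilage-like, Wnt, collagen, contractile and TGF-beta lists. D1 and D2 were taken by the names of the sheets of the study's supplement, whose header cells give the opposite names. Aspn and Ltbp3, which the study's text places in D2, are on the sheet named D2. Added after the data were seen, but before their own values were examined, were lists of growth factors, integrins and adhesion receptors, mesenchymal transcription factors, cholesterol synthesis, ribosome biogenesis, proteoglycans and glucocorticoid targets.

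Gene positions come from GENCODE M21 (GRCm38). Genes were marked as sharing sequence when at least 57 bases of the last 400 bases of their transcripts matched another gene at 96% identity or more (BLAST 2.17.0). A symbol is shared with another identifier by 71 gene identifiers, and these were not used by name, which leaves out Aldoa. Raised thresholds for positive cells were set per library. Each was the lowest UMI number that at most 5% of the cells in clusters assumed to lack the gene reach. The background for Cthrc1 was at first the pericyte-like and Schwann-like clusters and then all 3 clusters of other cell types, and both results are given. These thresholds, the removal of a trend on transcript length, GC content and mean expression, and the omission of genes with shared sequence were added after seeing the data.

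The steps were tested on simulated data. Counts were drawn for 7340 genes, of which 100 were changed 2-fold and 100 were changed 4-fold. At 1.5-fold, 100% of each were found and 0 unchanged genes, and 95.0% of the intervals held the true ratio. Of 200 lists of unchanged genes, 5.0% lay outside the central 95% of random lists. The counts were drawn gene by gene from 1 profile, without co-expression or other differences between libraries. These rates therefore check the steps only and do not apply to lists of co-expressed genes in the real libraries. For a gene with 1 true share in both libraries, 82.8% and 91.0% of cells were positive before thinning and 59.4% and 59.5% after it. Other tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.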

Results

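The series profiled single cardiac fibroblasts (CFs) from mouse hearts after myocardial infarction (MI), in which blockage of a coronary artery kills part of the heart muscle and a collagen scar replaces it. The cells carried a green fluorescent protein (GFP) reporter of Col1a1, a fibrillar collagen gene, and were sorted as GFP+/CD31−/CD45− cells, a gate against endothelial cells and leukocytes. There was 1 droplet library at 3 days post-infarction (dpi) and 1 at 5 dpi, so no difference between the time points has a replicate check, and every interval covers counting error only. The 3 dpi library held 9537 barcodes with 90224102 UMIs, of which 8245 cells were kept (median 6246 UMIs and 2079 genes). The 5 dpi library held 6596 barcodes with 88183500 UMIs, of which 5025 cells were kept (median 13288 UMIs and 3447 genes). Keeping only cells between the lower and the upper quartile of genes and of UMIs would leave 4185 and 2680 cells. The design asks when Cthrc1+ Reparative Cardiac Fibroblasts (RCFs) appear among the Postn+ activated CFs between these days.

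The genes that mark RCFs were higher at 5 dpi. Postn, which encodes the matricellular protein periostin, stood at 580 CPM (95% Poisson interval 575 to 585) at 3 dpi and at 2799 CPM (2787 to 2810) at 5 dpi, a log2 ratio of 2.27. Cthrc1, a secreted protein of remodelling tissue, stood at 403 CPM (399 to 407) and 1492 CPM (1484 to 1500), a log2 ratio of 1.89 with an interval of 1.87 to 1.91. The gene for fibronectin, Fn1, stood at 364 and 1742 CPM (log2 ratio 2.26), and Lox, whose enzyme crosslinks collagen, at 158 and 451 CPM (1.51). Ptn, a heparin-binding growth factor gene, stood at 90.2 and 424 CPM (2.23), and Ddah1, whose enzyme breaks down an inhibitor of nitric oxide synthesis, at 35.8 and 389 CPM (3.44). Aspn, which encodes the small leucine-rich proteoglycan asporin, was higher by less, at 362 CPM (358 to 366) and 739 CPM (733 to 745), a log2 ratio of 1.03. All 6 RCF genes, which the study named as RCF markers and followed in bulk RNA over the same days, passed 1.5-fold. With genes and UMIs kept inside 1.5 interquartile ranges of the quartiles, which leaves out the deepest cells, nearly all of them at 3 dpi (6916 and 5016 cells kept), the log2 ratio was 3.61 for Cthrc1 and 0.65 for Aspn. A mean over each cell's own CPM gave 2.71 for Cthrc1.

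**Figure D1:**
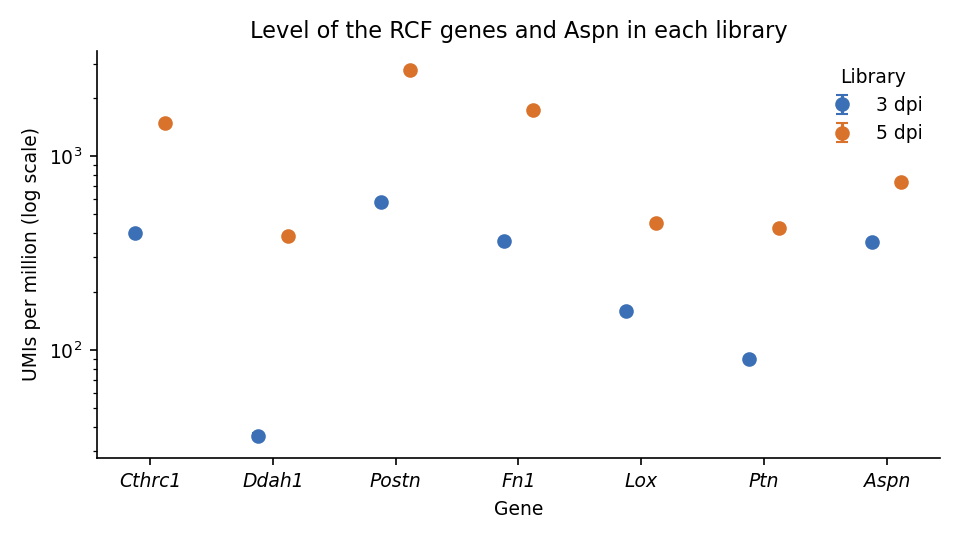
CPM (UMI counts scaled to equal library totals, log axis) of the 6 RCF genes and Aspn in the 3 dpi and the 5 dpi library, 1 point per library with its 95% Poisson interval, which is smaller than the point. Each gene lies higher at 5 dpi, from a log2 ratio of 1.03 for Aspn to 3.44 for Ddah1.

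In the mouse genome (GRCm38, GENCODE M21 annotation), the protein-coding genes at the centre of the comparison lie apart from each other. Cthrc1 (ENSMUSG00000054196) lies on chromosome 15 from 39076932 to 39087121 on the plus strand. Postn (ENSMUSG00000027750) lies on chromosome 3 from 54361109 to 54391037, and Aspn (ENSMUSG00000021388) on chromosome 13 from 49544443 to 49567565, both on the plus strand. None of the 3 shares 3′ end sequence with another gene.

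Outside the RCF genes, the 10 genes with the largest log2 ratios included genes of secreted and matrix proteins. Wfdc18, which encodes a small secreted protein with a whey acidic protein fold, stood at 2.46 and 129 CPM (log2 ratio 5.71, interval 5.52 to 5.92). Thbs4, the gene for the matrix glycoprotein thrombospondin 4, stood at 11.0 and 174 CPM (3.98). The imprinted RNA H19 (3.16) and Rflnb, whose protein binds the actin crosslinker filamin (3.13), followed. Zfp771 (3.89), Rab24 (3.31), Glrx5 (3.27) and Tgfb1 (3.23), the last encoding the cytokine TGF-beta 1, also ranked among the top 10. The median log2 ratio of these last 4 genes lay between 3.08 and 3.88 in each of the 14 clusters, of 15 described below, that had over 3 UMIs of each gene in each library, the epicardial-like and pericyte-like clusters included. Tgfb1 alone varied more, from 2.11 in cluster 9 and 2.15 in the pericyte-like cluster to 4.28 in cluster 7.

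The 10 genes with the lowest log2 ratios included genes of detoxification, metal binding and steroid handling. Gsta3, a glutathione transferase gene, stood at 307 and 37.3 CPM (log2 ratio −3.04, interval −3.10 to −2.99), and Fmo2, a flavin monooxygenase gene, at 98.3 and 13.3 CPM (−2.89). The metallothionein genes Mt2 (−2.31) and Mt1 (−1.79) were lower, Mt1 standing at 2820 and 817 CPM. So were Tsc22d3, a textbook target of glucocorticoids (−2.70), and Hsd11b1, whose enzyme regenerates active glucocorticoid (−2.004). The other named genes were Ifitm1 (−2.45), Nmb, which encodes the peptide neuromedin B (−2.31), and Myoc (−2.08). Wdr89 (−2.0) shares 3′ sequence with 205 other genes, and its value is uncertain.

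Lists of matrix and contractile genes, fixed before the data were examined, lay higher at 5 dpi. Of 23 collagen fibre and crosslinking genes, 18 were at least 1.5-fold higher at 5 dpi and 0 lower, with a median log2 ratio of 1.08. Col11a1, a minor fibrillar collagen gene (3.52), and P4ha3, a collagen prolyl hydroxylase gene (2.75), led the list, while its relatives P4ha1 (0.06) and P4ha2 (0.02) were near 0, and below it under TMM scaling. Of 20 matricellular protein genes, 17 were higher and 1 lower (median 1.06), with Thbs4 (3.98) and Ctgf, the gene for connective tissue growth factor (2.61), at the top, Tgfbi at −0.03 and osteopontin (Spp1) at −1.38. Of 17 contractile genes, 9 were higher and 0 lower (median 0.82), led by calponin (Cnn1, 3.02) and transgelin (Tagln, 2.13), while Actb stood at −0.09 and Tpm4 at 0.12. Cartilage-like matrix genes had 5 of 9 higher and 1 lower (median 0.59), with Fmod at 3.02, Mgp at −0.26 and Cytl1 at −0.67. Among 10000 random lists matched on expression, a description of these libraries only, the cartilage-like median stood at percentile 99.8 and the other 3 at percentile 100. With the deepest cells left out by the interquartile limits, the cartilage-like median lay inside the central 95% of random lists (percentile 97.2), and the contractile median was 1.65. With no minimum on CPM the cartilage-like median was 1.32.

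The list medians of genes that modulate Wnt signalling and of secretory protein folding genes were also higher at 5 dpi. Of 8 measured Wnt modulators, 7 were higher and 0 lower (median 1.35), with Nkd2, an intracellular antagonist (2.48), and Sfrp2, a secreted binder of Wnt proteins (2.20), above Frzb (0.73) and Kremen1 (0.47). Of 20 secretory protein folding genes, 8 were higher and 0 lower (median 0.52), from Sdf2l1 (1.45) and Hyou1 (1.04) down to Kdelr2 (−0.05) and Atf4 (−0.09). Of 18 interferon response genes, 9 were higher and 0 lower (median 0.59), with the antiviral gene Rsad2 at 1.33 and the transcription factor gene Irf7 at 1.02, and with Ifi27l2a at 0.04, below 0 under TMM scaling, and Ifi204 at −0.57. These 3 medians stood at percentile 100 of the random lists. Over the alternatives the Wnt median ran from 0.86 to 1.39, the secretory median from 0.41 to 1.00 and the interferon median from 0.479 to 0.785. The 20 matrix protease and inhibitor genes, 5 higher and 2 lower, had a median of 0.23 at percentile 97.7: Mmp14, which shares 3′ sequence with 5 genes (1.67), and Adamts2, which trims procollagen (1.204), against Adamts5 (−0.65) and Mmp3 (−0.99). That median lay inside the central 95% of random lists with shared-sequence genes left out (percentile 94.8), with a minimum of 50 CPM (92.0) and with the trend on length, GC content and expression removed (85.2). As a mean of each cell's own CPM it was 0.02 (percentile 28.9).

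The lists that lay lower at 5 dpi were those of glycolysis, chemokines, resting fibroblasts, early response and DNA replication. Of 16 glycolysis and hypoxia genes, 8 were at least 1.5-fold lower and 0 higher (median −0.57), with adrenomedullin (Adm) at −1.74, Gapdh, which shares 3′ sequence with 83 genes, at −1.38, Pfkp at −0.16 and Vegfa at 0.57. Of 17 chemokine and cytokine genes, 7 were lower and 1 higher (median −0.52): Cxcl5, a neutrophil attractant (−1.50), and Ccl11, an eosinophil attractant (−1.38), against Lcn2 (0.46) and Saa3 (1.16), which shares 3′ sequence with 12 genes. Without the clusters of other cell types Cxcl5 stood at −2.09, Lcn2 at 0.08 and Saa3 at 0.79, and the median of the epicardial or mesothelial markers over all cells was 9.03 CPM at 3 dpi and 28.4 CPM at 5 dpi. Of 25 resting fibroblast and basement membrane genes, 9 were lower and 5 higher (median −0.34), with Hsd11b1 (−2.004) and Gata3 (−1.53) at the lower end, and Tcf21, a fibroblast transcription factor gene (1.16), and the basement membrane collagen gene Col4a1 (1.43) at the upper. Of 16 immediate-early and dissociation genes, 5 were lower and 0 higher (median −0.33), with the heat shock genes Hspa1a (−1.37) and Hspa1b (−1.21) lowest and Fosb (0.56) and Jund (0.53) highest. Of 19 DNA replication genes, 3 were lower and 0 higher (median −0.24), with Mcm7 at −0.61, Rrm2 at −0.70, Rrm1 at 0.21 and Tyms at 0.09, below 0 under TMM scaling. All 5 medians lay below the central 95% of random lists. With the interquartile limits, which set a 3 dpi library without its deepest cells against a 5 dpi library that lost fewer, the median of resting fibroblast genes was −0.999. Under them the medians of DNA replication (0.89), chemokine (0.10) and glycolysis genes (0.06) were above 0 and that of proteases (−0.04) below it, and a mean over each cell's own CPM gave 0.30 for DNA replication. With a minimum of 50 CPM the DNA replication median lay inside the random range (−0.17, percentile 7.29).

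Mitosis genes, TGF-beta targets, respiratory chain genes and complement genes lay inside the central 95% of random lists under the settings reported, and all but the respiratory chain genes left it under others. Of 18 mitosis genes, 3 were higher and 0 lower (median 0.19, percentile 76.6), with the proliferation marker Mki67 at 0.84, Cenpf, which shares 3′ sequence with 5 genes, at 0.76, Ccnb1 at −0.02 and Ccnb2 at −0.03. Of 22 TGF-beta signalling genes and targets, 8 were higher and 0 lower (median 0.17, percentile 89.5), from Tgfb1 (3.23) and Ctgf (2.61) to Id1 (−0.39). For Tgfb1, a difference in read counting between the libraries is left open below. Oxidative phosphorylation genes had a median of −0.04 (percentile 51.1, and above 0 with the interquartile limits, as a mean over each cell's own CPM and with the trend removed), with 1 of 19 lower, cytochrome c (Cycs, −1.15), Atp5b at −0.30, Atp5j at 0.19 and Atp5e at 0.31. Of 7 complement genes, 1 was higher and 1 lower (median −0.21, percentile 4.87), with C1qtnf6 at 1.07, C3 at 0.09 (below 0 under TMM scaling and without clusters of other cell types) and Serping1 at −0.56. With the deepest cells left out by the interquartile limits, the mitosis median was 1.75 (percentile 100) and the complement median −0.91 (percentile 0.05). A mean over each cell's own CPM gave 0.93 (percentile 100) and −0.43 (percentile 0.46). Removing the trend put complement genes at percentile 2.07, and a minimum of 50 CPM put TGF-beta genes at percentile 98.1.

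The study's lists from RNA velocity of Postn+ CFs, of which it tied D2 to the path to RCFs, were mostly higher at 5 dpi. Of 43 genes in the list called D1, 34 were higher and 1 lower (median 1.08), with P4ha3 (2.75) near the top, and Gadd45b (−0.18) and Abi3bp (−0.69) at the bottom. Of 54 measured genes in D2, 38 were higher and 0 lower (median 0.99), from Col8a2 (4.10) and Thbs4 (3.98) to Fbln1 (−0.34) and Nfkbia (−0.52). The 6 RCF genes had a median of 2.25, or 3.10 with the interquartile limits, and all 3 medians reported lay above every random list. The study chose D1 and D2 on cells that include the present libraries, so the direction of these lists is not independent evidence. The matricellular, cartilage-like, Wnt, collagen, contractile and TGF-beta lists share members with D1 and D2. Examples are Thbs4, Cilp, Comp, Sfrp1, Nkd2, Col11a1, P4ha3 and Palld. To that extent those lists are not separate results. Over the 7795 genes with at least 10 CPM in either library the median log2 ratio was 0.12, and TMM and median-of-ratios factors lowered each log2 ratio by the same amount, −0.11, so the values above are to be read against a midpoint slightly above 0.

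**Figure D2:**
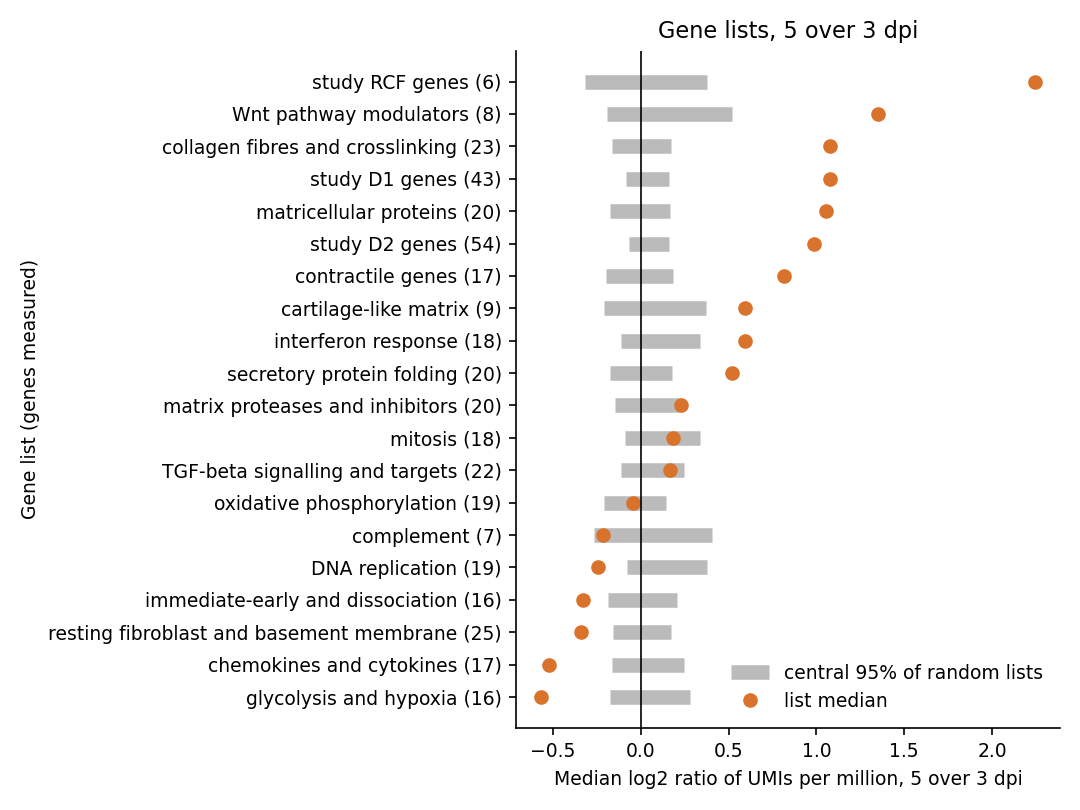
Median log2 ratio of CPM, 5 over 3 dpi, of the 20 lists fixed before the data were examined (orange points, number of measured genes in brackets), with the central 95% of 10000 random lists matched on expression (grey bars). In all, 11 lists lie above that range, 5 below it and 4 inside it.

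Cells with a Cthrc1 UMI made up a larger part of the 5 dpi library at equal depth. With each cell thinned to 3000 UMIs, 20.8% of 7521 cells (exact binomial interval 19.9 to 21.7) were Cthrc1-positive at 3 dpi and 61.5% of 4649 cells (60.1 to 62.9) at 5 dpi. The Postn-positive share was 32.9% (31.9 to 34.0) and 80.4% (79.2 to 81.5). Among Postn-positive cells, 42.4% (40.4 to 44.3) and 68.7% (67.2 to 70.2) were also Cthrc1-positive. Thinning left out 724 and 376 shallower cells, and without it the shares were 28.9% and 82.3% for Cthrc1, 42.0% and 92.5% for Postn, and 54.0% and 84.6% for Cthrc1 among Postn-positive cells. With the deepest cells left out by the interquartile limits, the shares were 11.7% and 60.6% for Cthrc1, 26.1% and 80.2% for Postn, and 25.1% and 67.9% for Cthrc1 among Postn-positive cells.

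Cells of other types also had Cthrc1 UMIs. Clusters of epicardial-like, pericyte-like and Schwann-like cells were assumed to lack Cthrc1 by their type. Together they had 9.17% Cthrc1-positive cells at 3 dpi (22 of 240, median 8737 UMIs before thinning). The share was 34.3% at 5 dpi (79 of 230, median 19377 UMIs). At 5 dpi Cthrc1 stood at 151 CPM in epicardial-like and 319 CPM in pericyte-like cells, so expression by the pericyte-like cells themselves is not excluded. Cthrc1 was at 9.51%, 20.2% and 11.4% of its level in the other clusters in epicardial-like, pericyte-like and Schwann-like cells. For the fibroblast genes Pdgfra, Dcn, Tcf21, Dpt and Lum, the range was 5.84% to 140%, 10.7% to 32.8% and 3.17% to 10.0%. No common background level was seen, so the assumption is not settled. For Postn, epicardial-like cells gave 7.37% at 3 dpi (median 24007 UMIs) and 39.8% at 5 dpi (median 28661 UMIs), while pericyte-like cells had 72.9% and 84.3%, above that level. Cells were then called positive above the level that at most 5% of the cells in these comparison clusters reached, a threshold chosen after seeing the data. At 2 UMIs for 3 dpi and 3 UMIs for 5 dpi, the Cthrc1-positive share was 11.97% (11.2 to 12.7) and 35.6% (34.3 to 37.0), and the Postn-positive share 20.4% and 56.4%. Pericyte-like and Schwann-like cells alone, the set examined first, gave a threshold of 4 UMIs and 30.2% for Cthrc1 at 5 dpi. Among Postn-positive cells the Cthrc1-positive share was 36.6% and 57.2% at the raised thresholds, or 36.6% and 49.9% with the set examined first.

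The Cthrc1-positive share differed between clusters at both days. The libraries together formed 15 clusters, of which 3 were named from markers: cluster 12 epicardial or mesothelial-like, cluster 13 pericyte or smooth muscle-like and cluster 14 Schwann cell-like. The clusters with the highest Cthrc1-positive share were 6, 9 and 5. In cluster 6, led by the contractile genes Actg2, Cnn1 and Tagln, 87.9% of cells were Cthrc1-positive at 3 dpi (interval 84.7 to 90.7) and 99.1% at 5 dpi (97.9 to 99.7). In cluster 9, led by C1qtnf3, Ptn and H19, the shares were 62.6% and 97.9%, and in cluster 5, led by mitotic genes such as Ccna2 and Plk1, 65.0% and 82.3%. These 3 clusters held 48.3% of all Cthrc1-positive cells (46.8 to 49.8), 55.2% at 3 dpi and 44.5% at 5 dpi, with 15.4% and 29.6% of the thinned cells. Because Cthrc1 is among the genes on which the clusters were built, these shares describe the partition and do not test it.

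The Cthrc1-positive share differed most between the days in cluster 2 and cluster 3. In cluster 2, led by Dio2, Cilp, Comp and Thbs4, Cthrc1-positive cells made up 14.6% at 3 dpi and 71.3% at 5 dpi, with Cthrc1 at 163 and 1653 CPM and Postn at 1666 and 4858 CPM. In cluster 3, led by Lyz2 and chemokine genes such as Ccl7, Cxcl5 and Ccl8, the share was 32.0% and 77.8%. In cluster 11, led by interferon genes such as Ifit1 and Cxcl10, it was 43.6% and 75.4%. Clusters 0, 1, 4, 7 and 8, whose leading genes include Scara5 and Myoc in 0, Gsta3 and Hsd11b1 in 1 and 4, Wif1 in 7 and Pi16 in 8, had 3.49% to 7.37% at 3 dpi and 30.6% to 37.5% at 5 dpi, near the shares of the 3 clusters of other cell types, so these shares are not read as expression. By level, clusters 0, 4, 7 and 8 had 150.4 to 205 CPM of Cthrc1 at 5 dpi and cluster 1 had 379 CPM, against 189.6 CPM in the 3 clusters of other cell types together and 319 CPM in the pericyte-like cluster alone. Cluster 10 had 121 and 208 cells with medians of 7535 and 1050.5 UMIs, and only 26 of its 5 dpi cells reached 3000 UMIs. Sizes of clusters are not compared between the days, because their leading genes also differ between the days.

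**Figure D3:**
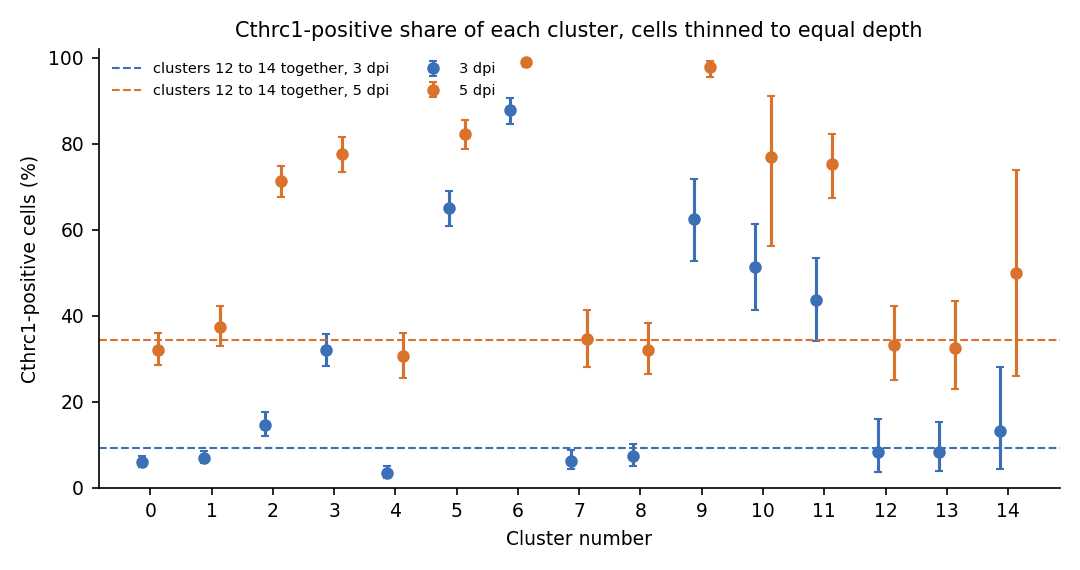
Share of Cthrc1-positive cells (%) in each of the 15 clusters at 3 dpi and 5 dpi, with exact 95% binomial intervals, in cells thinned to 3000 UMIs. Dashed lines give clusters 12 to 14 together, 9.17% at 3 dpi and 34.3% at 5 dpi, and clusters 0, 1, 4, 7 and 8 lie near those lines.

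Within Postn-positive cells, Cthrc1-positive cells had higher levels of collagen and contractile genes and lower levels of resting fibroblast genes than Cthrc1-negative cells in both libraries. The classes held 1049 and 1427 thinned cells at 3 dpi and 2566 and 1170 at 5 dpi. Most Cthrc1-positive cells lay in clusters 6, 5 and 3 at 3 dpi and in clusters 6, 2 and 5 at 5 dpi, and most Cthrc1-negative cells in clusters 0, 1 and 2 at both days. Of the RCF genes, Fn1 (log2 ratio 1.71 at 3 dpi and 2.04 at 5 dpi), Lox (1.97 and 1.83), Ddah1 (1.71 and 3.12) and Ptn (0.87 and 2.01) were higher in Cthrc1-positive cells. Postn stood at 0.42 and 1.34, in cells chosen for having it. The tenascin C gene Tnc (2.67 and 2.30), the Wnt target Wisp1 (2.42 and 2.42), the actin-bundling palladin gene Palld (1.85 and 1.91), smooth muscle actin (Acta2, 1.56 and 1.43) and Plac8 (1.59 and 1.47) were higher too. Gsn, the gene for the actin-severing protein gelsolin (−2.64 and −2.03), Myoc (−2.53 and −2.34), the opioid precursor gene Penk (−2.65 and −2.02) and the matrix gene Tnxb (−2.27 and −1.95) were lower. So were the detoxification gene Gstm1 (−2.39 and −1.94), Hsd11b1 (−2.30 and −1.91), Clec3b (−2.44 and −1.88) and Scara5, which encodes a ferritin receptor (−2.50 and −1.86).

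Over all Postn-positive cells, the ratio for Aspn lay on opposite sides of 0 on the 2 days. At 3 dpi Cthrc1-positive cells had 490 CPM of Aspn and Cthrc1-negative cells 719 CPM, a log2 ratio of −0.55 (exact interval −0.64 to −0.46). At 5 dpi they had 984 and 549 CPM, a log2 ratio of 0.84 (0.77 to 0.92). Without thinning the value at 3 dpi was −0.99, and with the deepest cells left out by the interquartile limits −0.24. Within 6 clusters weighted alike in both libraries, the mean was −0.09 at 3 dpi and 0.49 at 5 dpi. Clusters 3 (0.75) and 5 (0.30) lay above 0 at 3 dpi. Over all kept cells, Aspn was highest in the Cthrc1-rich cluster 9, which is not among the 6 (1321 CPM at 3 dpi and 1781 CPM at 5 dpi). Cluster 2 had 1015 and 1075 CPM, cluster 6 had 341 and 1184 CPM, and cluster 5 had 153 and 411 CPM. The study describes activated CFs with Aspn and RCFs without it from in situ hybridization of tissue, which is not analysed here. It also reported higher Aspn in CFs after infarction than in healthy ones. By staining of the protein, it found more asporin-positive CFs over time in the border and infarct zones. With 1 library per day, the difference between the days was not tested.

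**Figure D4:**
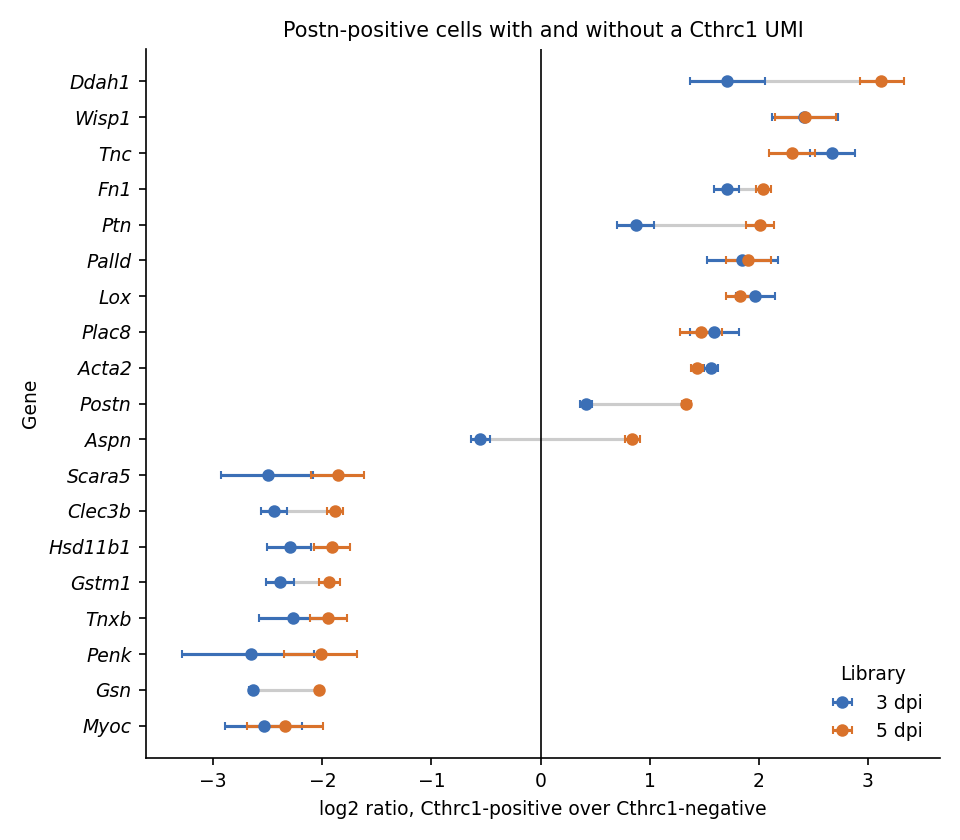
Log2 ratio of Cthrc1-positive over Cthrc1-negative cells among Postn-positive cells, in cells thinned to 3000 UMIs, at 3 dpi and 5 dpi (joined by grey lines), with exact 95% intervals for counting error. Aspn lies at −0.55 at 3 dpi and at 0.84 at 5 dpi, and the other genes shown keep their side of 0.

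Between the same classes, proliferation, collagen and contractile lists were higher in Cthrc1-positive cells at both days, and the resting fibroblast list was lower. The median log2 ratio of mitosis genes was 1.62 at 3 dpi, with 17 of 17 at least 1.5-fold higher, and 0.47 at 5 dpi, with 7 of 18. That of DNA replication genes was 1.09, with 17 of 20 higher, and 0.32, with 4 of 17 higher, and 0 were lower on either day. The medians of collagen (0.81 and 0.70) and contractile genes (0.95 and 0.86) were higher too. All these medians lay above the central 95% of random lists. Secretory folding genes (0.87 and 0.16) were also above random lists at both days. The medians of resting fibroblast (−1.41 and −1.08), complement (−1.83 and −1.26) and immediate-early genes (−0.97 and −0.64) were lower at both days. Matrix protease genes had a median of −0.54 at 3 dpi, with 10 of 20 lower and 5 higher, and −0.32 at 5 dpi, with 2 lower and 3 higher, both below the central 95% of random lists. D2 genes had a median of −0.18 at 3 dpi (percentile 1.79) and 0.53 at 5 dpi, and cartilage-like matrix genes −1.06 and 0.44, both outside the central 95% of random lists at both days. Cluster 2, among whose leading genes are Cilp, Comp and Thbs4 of the cartilage-like list, held 80 Cthrc1-positive and 385 Cthrc1-negative cells at 3 dpi, and 431 and 165 at 5 dpi. Wnt modulators had −0.56 at 3 dpi (percentile 3.31, inside that range) and 0.53 at 5 dpi. The 4 RCF genes other than Cthrc1 and Postn, which define the classes, had 1.71 and 2.03.

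The remaining lists differed between the days or stayed within the range of random lists. D1 genes had a median of 0.04 at 3 dpi (percentile 65.2) and 0.62 at 5 dpi, matricellular genes −0.08 (percentile 9.47) and 0.68, and TGF-beta genes −0.25 (percentile 5.91) and 0.16 (percentile 99.6). Glycolysis genes had 0.66 at 3 dpi (percentile 99.99) and 0.12 at 5 dpi (percentile 95.5), and chemokines −0.07 (percentile 29.98) and −0.47. Interferon genes (−0.11 and 0.01) and oxidative phosphorylation genes (0.22 and 0.09) were inside the range at both days. None of these differences between the days was tested.

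Markers of the cell types that the gate should remove were scarce in both libraries. Of the macrophage or monocyte markers, Lyz2 was the most abundant, at 11.6 CPM at 3 dpi and 9.36 CPM at 5 dpi, and the median over 12 markers was 3.31 and 1.92 CPM. Median levels were 0.175 and 0.0368 CPM for 5 neutrophil markers, 0.0117 and 0.0061 CPM for 8 lymphocyte markers, 0.992 and 1.04 CPM for 10 endothelial markers, 1.40 and 1.79 CPM for 8 cardiomyocyte markers and 0.432 and 0.306 CPM for 5 erythroid markers. Fabp4, which the endothelial list holds and fat-storing cells also use, stood at 83.4 and 39.2 CPM. The 10 pericyte or smooth muscle markers had medians of 12.3 and 10.4 CPM and the 9 Schwann cell markers 3.27 and 3.00 CPM. The 11 epicardial or mesothelial markers had 9.03 and 28.4 CPM, with Msln, the mesothelin gene, at 8.31 and 37.1 CPM. The 10 fibroblast markers had 1290 and 2991 CPM, with Dcn at 14202 and 7096 CPM and Col1a1 at 1299 and 5697 CPM.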

Values the study reported

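The study reported that 7,888 cells at 3 dpi and 4,839 cells at 5 dpi were left after its quality filters, which removed cells above 5% mitochondrial content. Together with its other time points it placed 27,995 CFs in 17 clusters. It located the earliest RCFs in clusters 5, 8 and 11 of its own partition.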

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

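The patterns below were picked after the data were seen, while the tests of the Aspn pattern were fixed before their results were seen, except that the raised thresholds and the ratio pooled over 6 clusters were added later.

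Within Postn-positive cells, the log2 ratio of Aspn in Cthrc1-positive over Cthrc1-negative cells was −0.55 at 3 dpi and 0.84 at 5 dpi, opposite signs in the 2 libraries, and the difference between the days was not tested. The number of UMIs per cell is argued against. The difference between the days was at least 1.26 at depths of 1500 and 5000 UMIs, against 1.39 at 3000. For free RNA that marks cells as positive, raised thresholds left the ratio at 5 dpi at 0.83. Cells at the background level thus do not give that value. That test was set on the 5 dpi value only. How free RNA would shift the ratio, by mixing the classes or by changing which cells count as Postn-positive, was not tested. The test therefore leaves open whether free RNA adds to the difference between the days. Another mix of clusters among the Postn-positive cells may account for part of it: within 6 clusters, weighted by their cells and alike in both libraries, the mean was −0.09 at 3 dpi and 0.49 at 5 dpi, a difference of 0.57 (counting interval 0.39 to 0.78), against 1.37 with the same clusters pooled. At 3 dpi these clusters ran from −0.85 in cluster 1 to 0.75 in cluster 3, and the Cthrc1-rich clusters 6 and 9 are not among them, with 2 and 6 Cthrc1-negative cells at 5 dpi. The remainder stays open between a change within clusters and a difference between the libraries, since each day is 1 library.

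The median log2 ratio of D2 genes between the same classes was −0.18 at 3 dpi and 0.53 at 5 dpi, and that of cartilage-like matrix genes was −1.06 and 0.44. These too have opposite signs in the 2 libraries, and the differences were not tested. The classes also sit in different clusters on the 2 days: cluster 2, led by cartilage-like genes among others, held 80 Cthrc1-positive and 385 Cthrc1-negative cells at 3 dpi, and 431 and 165 at 5 dpi. Among barcodes over the mitochondrial limit, which are left out of the values reported, 25.7% at 3 dpi (125 of 487, exact interval 21.8 to 29.8) and 78.5% at 5 dpi (643 of 819, 75.5 to 81.3) were Cthrc1-positive at 3000 UMIs.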

How the results depend on the processing

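The raised thresholds, the removal of the highest Scrublet scores, the removal of the length, GC and expression trend and the omission of genes with shared sequence were chosen after seeing the data, and the other alternatives before. Counts of cells and of lists were held to a limit of 1.5-fold, list medians to a shift of 0.2 and other values to their counting interval. Of the main results under each alternative, 71 values stayed within these limits, 66 moved beyond them and 0 changed sign. Counts of cells, counts of lists and the shares held by the leading clusters, which are among these values, cannot change sign. Of the list medians, 231 stayed, 24 moved and 5 changed sign, where a change of sign was counted only for lists outside the random range. The counting intervals are narrow at these depths, so small shifts count as moved, and the cause was not tested unless stated. No paired analysis was possible because each group has 1 library, so the groups share fewer than 2 replicate numbers.

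Limits of 1.5 interquartile ranges leave out the deepest cells and were used without the minimum of 500 genes. They kept 6916 barcodes at 3 dpi and 5016 at 5 dpi, against 8245 and 5025 cells in the main values. Within the mitochondrial limit, 31 barcodes at 3 dpi and 203 at 5 dpi had under 500 genes. Fewer than 5016 of the 5025 cells may thus be among those kept at 5 dpi. The Cthrc1-rich clusters 5 and 6 are deep in both libraries (medians of 30342 and 23758 UMIs at 3 dpi and 26952.5 and 22363.5 at 5 dpi). So these limits set a 3 dpi library without its deepest cells against a 5 dpi library that lost fewer. Under them the differences in share were 54.1 points for Postn, 49.0 for Cthrc1 and 42.8 for Cthrc1 among Postn-positive cells. The log2 ratios were 3.61 for Cthrc1, 2.75 for Postn and 0.65 for Aspn, and Aspn between the classes at 3 dpi was −0.24. Lists below the random range numbered 3, and the medians of lists outside that range that changed sign were 0.89 for DNA replication, 0.10 for chemokines, −0.037 for proteases and 0.063 for glycolysis. Oxidative phosphorylation, inside that range at −0.04, stood at 0.11, and at 0.04 as the mean of each cell's own CPM and 0.23 with the trend removed. Cells between both quartiles numbered 4185 and 2680.

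The mean of each cell's own CPM gave 2.71 for Cthrc1, 2.67 for Postn, 0.73 for Aspn and, with a changed sign, 0.30 for DNA replication. Log2 ratios of Cthrc1, Postn and Aspn were 1.78, 2.16 and 0.92 with TMM factors, 1.78, 2.16 and 0.92 with size factors, 1.92, 2.34 and 1.07 without clusters of other cell types, 1.86, 2.26 and 1.07 without the highest Scrublet scores, and 2.26, 2.40 and 1.40 with the trend removed. Cthrc1 and Postn were 1.93 and 2.34 over all barcodes and 1.83 and 2.22 above the lower quartile of genes and UMIs.

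Without thinning the differences in share were 50.5 points for Postn, 53.4 for Cthrc1 and 30.6 for Cthrc1 among Postn-positive cells, and Aspn between the classes was −0.99 at 3 dpi and 0.64 at 5 dpi. At 5000 UMIs the Postn difference was 44.3 points, that of Cthrc1 among Postn-positive cells 23.2 and Aspn at 5 dpi 0.76. At 1500 UMIs the Cthrc1 difference was 34.9 points and Aspn at 3 dpi −0.46. Over all barcodes the Cthrc1 difference was 43.0 points. With at least 2 UMIs the differences were 44.5 points for Postn and 32.4 for Cthrc1. With raised thresholds they were 36.0, 23.7 and, among Postn-positive cells, 20.6. With the background set examined first they were 36.0, 18.2 and 13.2.

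The share of Cthrc1-positive cells in the 3 leading clusters, over both libraries, at 3 dpi and at 5 dpi, was 57.7%, 70.4% and 50.7% at resolution 0.4, and 38.0%, 40.3% and 36.7% at resolution 1.2. It was 71.2%, 74.7% and 69.3% in Leiden clusters without integration, 61.5%, 72.7% and 56.6% with at least 2 UMIs, and 66.4%, 72.7% and 62.9% with raised thresholds.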

Other observations

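The gene lists and both patterns below were chosen after the data were seen. The tests of shared sequence and of length and GC content for Zfp771, Rab24, Glrx5 and Tgfb1, and the omission of Schwann-like cells from their test across cell types, were chosen after their result was seen. Patterns considered first, in ribosomal protein gene copies and in Cthrc1 UMIs of pericyte-like and Schwann-like cells, were replaced by these. List members and Glul were named after their values were seen.

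Beyond the lists of the report, the list medians of adhesion, transcription factor and proteoglycan genes were higher at 5 dpi. Of 17 integrin and adhesion receptor genes, 9 were at least 1.5-fold higher and 1 lower (median log2 ratio 0.64, percentile 99.99), with the cadherin genes Cdh11 (1.94) and Cdh2 (1.36) and the integrin gene Itgb1 (1.12) against Sdc4 (−0.82). Of 23 mesenchymal transcription factor genes, 10 were higher and 2 lower (median 0.45, percentile 99.9). Scx, which encodes the tendon factor scleraxis, stood at 0.42 CPM at 3 dpi and 32.2 CPM at 5 dpi (6.26), followed by Twist2 (1.77), Runx1 (1.48) and Meox1 (1.22), while Snai1 (−0.80) and Ebf1 (−0.65) were lower. Of 17 proteoglycan and hyaluronan genes, 9 were higher and 4 lower (median 0.60, percentile 99.9), with Cemip, whose protein degrades hyaluronan, at 1.33 and 26.7 CPM (4.33), and with Has1, a hyaluronan synthase gene (−1.35), and Dcn (−1.001) at the lower end.

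Of 18 ribosome biogenesis genes, 5 were lower and 1 higher (median −0.37, percentile 0.0), with Dkc1 (−0.76) and Ncl (−0.62) against Rrs1 (0.96). Cholesterol synthesis genes had 6 of 15 higher and 0 lower (median 0.44, percentile 95.7, inside the central range), with Hmgcs1 at 0.87 and Sqle at 0.74. Growth factor genes had 3 of 14 higher and 2 lower (median 0.16, percentile 36.6). Xist stood at 0.117 CPM at 3 dpi, in 10 cells, and at 7.04 CPM at 5 dpi, in 64 cells (1.27%). The Y-linked genes Ddx3y (40.2 CPM at 3 dpi and 46.5 at 5 dpi) and Eif2s3y (49.7 and 41.4) were present in both libraries. A set of 8 ribosomal protein gene copies had a median of −3.09, against −0.87 for their 7 parent genes. Sequence shared between copies and parents would make the value for the copies uncertain.

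Zfp771, Rab24, Glrx5 and Tgfb1 had a median log2 ratio of 3.29 over all cells. Reads shared between near-identical genes are argued against, because 0 of the 4 genes share 3′ sequence, and so is transcript length and GC content, because the median was 3.31 with that trend removed. A difference in how reads of these genes were counted in the 2 libraries may account for the pattern, because the median was 3.41 in epicardial-like and 3.11 in pericyte-like cells, while Schwann-like cells, with 5 UMIs of the 4 genes at 3 dpi, decide nothing. At 5 dpi their levels in the 3 clusters of other cell types were 63.0% to 103% of those in other clusters, against 11.97% for Cthrc1, so free RNA at the level of Cthrc1 would not give them. The 63.0% was that of Tgfb1, whose log2 ratio by cluster ran from 2.11 to 4.28, so the median describes Tgfb1 less well. Both matrices hold the same gene identifiers, so the set of genes did not differ between them. A shared response of every cell type, which the design does not separate from the library, stays open.

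Tsc22d3, Mt1, Mt2, Glul and Hsd11b1, genes that respond to or handle glucocorticoids, had a median log2 ratio of −2.004. Fewer cells of the clusters that carry these genes are argued against as the whole cause, because with the clusters of both libraries weighted alike the median was −1.57 (counting interval −1.59 to −1.56), and so is transcript length and GC content, because it was −1.74 with that trend removed. A weaker glucocorticoid response at 5 dpi is a hypothesis consistent with the 13 other targets, of which 7 were lower and 1 higher, with a median of −0.71 at percentile 0.0 of random lists. Among them Zbtb16 (−2.82) and Slc10a6 (−1.89) were lowest, while Cebpd (1.95) was higher. No hormone was measured, and a difference between the libraries stays open.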
